A study of Mus musculus with 8 samples. Its data were reported in "RANK drives structured intestinal epithelial expansion during pregnancy" (2024).

How the data were processed

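Intestinal epithelial cells were taken from mice at lactation day 5, 4 WT animals and 4 Rank-knockout animals, and each sample gave 1 library. Rank, whose gene symbol is Tnfrsf11a, encodes the receptor activator of NF-κB, and the study deleted it in the intestinal epithelium. Libraries were made with a kit that reads the 3′ end of polyadenylated transcripts, so that each transcript gives about 1 tag whatever its length, and were sequenced as single reads.

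Per the study's methods, the authors trimmed the reads with BBDuk, removed those that aligned to abundant sequences such as ribosomal DNA, the mitochondrial chromosome, phiX and adapters with bowtie2, aligned the rest to GRCm38 with STAR and the Ensembl annotation, and counted reads per gene on the sense strand with featureCounts. The deposited values are raw read counts per gene, with no normalization, and the authors tested them with DESeq2. Molecular identifiers are not mentioned, so PCR copies count as reads. Reads that match several copies of a sequence can be left out or split between near-identical genes, which makes values of ribosomal protein genes, defensins and cytochrome P450 families uncertain. Because mitochondrial reads were removed before counting, a mitochondrial share cannot be used as a quality measure here.

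The deposited table held 54532 genes, of which 33764 had 0 counts in all 8 libraries. No row was a total or an unassigned class. Gene symbols, positions, transcript lengths and GC contents were taken from GENCODE M21, which uses the same GRCm38 build, and 54495 of the gene identifiers were found there. Total counts ran from 1530781 to 4335653 per library, with a median of 1609942 in WT and 3070751 in Rank-knockout. Counting error alone is therefore larger in most WT libraries, and genes with few counts are measured less precisely there.

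Genes were tested with edgeR 4.0.16 in R 4.3.3. The quasi-likelihood F-test with robust fitting was run on the counts after edgeR's filter on low counts (filterByExpr) and TMM scaling, with genotype as the only term. P values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. All fold changes are Rank-knockout minus WT on the log2 scale, and standard errors (SE) were obtained from the F statistic. CPM values are counts scaled by the TMM-adjusted library sizes. Lists of genes were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, over lists with at least 3 tested genes, with Benjamini-Hochberg adjustment over these lists. A crypt minus villus score was computed per library as the mean log2 CPM of replication and cell cycle genes minus that of villus enterocyte genes, and tested by an exact two-sided permutation over the 70 assignments of the libraries to genotypes.

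There were 25 lists, fixed before the data were examined. They were 4 study lists, for anti-apoptotic, BMP, stem or progenitor, and lipid functions, of genes the study names together with Xiap, which its text does not name; uptake of lipids, amino acids, sugars, vitamins and minerals; prolactin response, NF-κB targets and BMP targets; markers of M cells, villus enterocytes, Paneth, goblet, enteroendocrine, tuft, T, plasma and stromal or muscle cells; proximal and ileal genes; replication and cell cycle; and ribosomal proteins. The groups, the main tests, most of the alternatives and the rule for naming genes were also fixed before the data were examined. The text names Tnfrsf11a; every gene of the 4 study lists; the 5 largest rises and the 5 largest falls among genes past the threshold with a mean CPM of at least 5 and no overlap between the genotypes; the 3 smallest p values in each direction; up to 2 members with the smallest p of each list past its threshold; and members of cell-type lists used to look for other cells. Some genes that this rule selects are not reported here.

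The alternatives were RLE size factors, library totals, library sizes without the 50 most abundant genes, no filter on low counts, a mean CPM of at least 5, DESeq2 1.42.0, limma-voom, the replicate number as a block, and each library left out in turn. For lists they also included fry, an estimated inter-gene correlation, and lists without the genes of the study lists. For the score they included a prior count of 0.5, the median of each list, and only list genes with a mean CPM of at least 5. Thinning of every library to the total of the shallowest, and removal of a smooth trend with transcript GC content or length, were added after seeing the data. These trends had values for 9849 of the 9855 tested genes.

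The test was tried on simulated data with the real genes' means, dispersions and library sizes, for 4 WT against 4 Rank-knockout libraries with 200 changed genes. At a 2-fold change edgeR recovered 69.0% of them among 9655 genes, with 5.48% of calls false, and at a 4-fold change 90.5% among 9676 genes, with 7.18% of calls false. At a 1.5-fold change it recovered 0.50% among 9689 genes, so small changes are mostly missed when few genes change. In 20 simulations with independent genes, camera called a list moved by 1.5-fold in all 20. Replicates of a genotype were compared for identity by a chi-square of their counts per degree of freedom. It ran from 3.68 to 20.0 over the pairs, so that no pair agreed within sampling noise. As PCR copies count as reads, libraries made from the same RNA could also exceed that noise. The test therefore cannot show that the libraries are separate animals, and each was counted as a replicate from its label.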

Results

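To determine how loss of RANK changes gene expression in the intestinal epithelium of lactating mice, 3′ mRNA-seq counts were compared between 4 WT and 4 Rank-knockout animals at lactation day 5. Total counts of the WT libraries were 1530781, 4335653, 1603861 and 1616024 for replicates 1 to 4. Those of the Rank-knockout libraries were 4321154, 2545111, 2103716 and 3596391. The 50 most abundant genes took 19.2% to 19.9% of the counts in WT libraries and 14.4% to 16.5% in Rank-knockout libraries. The first principal component of log2 CPM held 50.6% of the variance and separated the genotypes.

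The targeted gene was examined first. Tnfrsf11a (ENSMUSG00000026321; GRCm38 chromosome 1, 105780718 to 105847981, plus strand, protein-coding) had 113, 196, 61 and 111 counts in WT replicates 1 to 4 and 128, 112, 79 and 179 counts in the Rank-knockout libraries. This was 60.7 ± 17.7 CPM in WT and 38.0 ± 8.64 CPM in Rank-knockout (SD, n = 4 per genotype), and the ranges overlapped. The log2 fold change was -0.67 (SE 0.22; edgeR adjusted p = 0.032). Under library totals it was -0.48 with an edgeR adjusted p of 0.11, with library sizes without the 50 most abundant genes -0.54 (0.076), and the call was also lost without WT replicate 1, WT replicate 4, Rank-knockout replicate 1 or Rank-knockout replicate 3, where the log2 fold change was -0.55, -0.58, -0.52 and -0.64. Transcripts of the gene were thus counted in every Rank-knockout library. Tags come from the 3′ end, which need not lie in the deleted part of the gene, so the value checks nothing about the labels.

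Of 9855 genes tested, 1555 were higher and 1438 were lower in Rank-knockout at an edgeR adjusted p under 0.05. Of the called genes, 560 rose and 362 fell by 2-fold or more. The libraries of the genotypes did not overlap in 2357 of the called genes, which is 78.8% of them, and in 28.8% of all tested genes, where chance gives 2.86%. The choice of scaling moved these counts most. With library totals 2566 genes were higher and 859 lower, the share of calls that were higher went from 52.0% to 74.9%, and the median log2 fold change of all genes moved by 0.20. Leaving the 50 most abundant genes out of the library size moved that median by 0.13 and the share of higher calls to 68.1%. RLE size factors gave 1494 and 1480 genes. Directions below are relative to the TMM scale. The count of higher genes fell to 1020 without WT replicate 4 and to 1056 without Rank-knockout replicate 1. It rose to 1723 without Rank-knockout replicate 4.

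**Figure D1:**
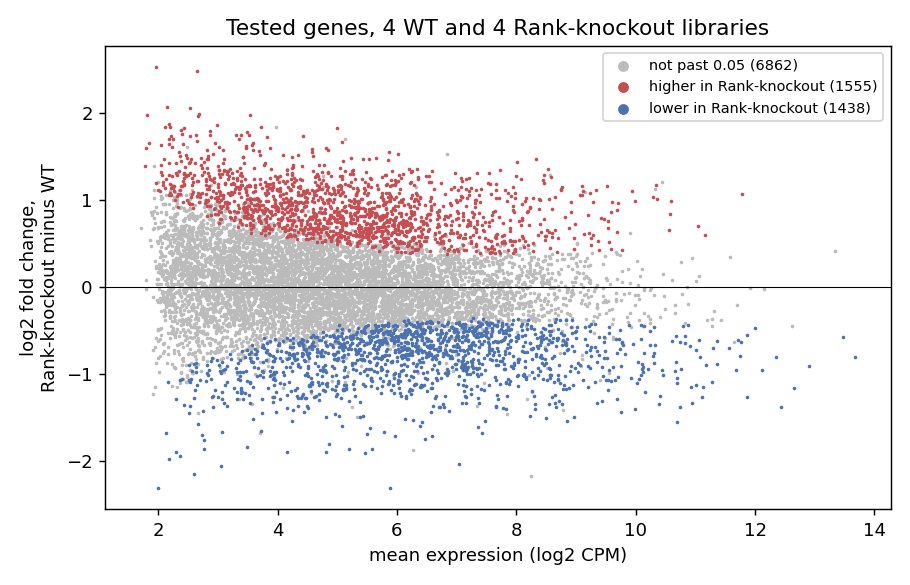
Each point is a tested gene, with its mean expression (log2 CPM) on the x axis and its log2 fold change, Rank-knockout minus WT, on the y axis. The 1555 genes called higher (red) and the 1438 called lower (blue) lie on both sides of 0, and genes not called are grey.

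The largest falls by the naming rule were in Cyp2c29, Nat8f2, Mbl2, Syt12 and Susd2. Cyp2c29 (ENSMUSG00000003053, chromosome 19, 39269405 to 39330713) went from 97.7 ± 32.1 CPM in WT to 19.95 ± 4.299 CPM (SD, n = 4), a log2 fold change of -2.31 (SE 0.24; edgeR adjusted p = 9.88e-05). It belongs to a multigene family whose members may share reads, as does Nat8f2, so their values are uncertain. The other log2 fold changes were -2.15 for Nat8f2, -2.03 for Mbl2, -1.94 for Syt12 and -1.91 for Susd2. Among the largest rises were Hmga1, Ruvbl2, Rasa3 and Nmral1, with log2 fold changes of 2.49, 2.06, 1.98 and 1.96. These were low in WT, with means from 2.31 CPM for Ruvbl2 to 4.71 CPM for Rasa3. Hmga1 had 0 counts in WT replicate 2, and its log2 fold change was 1.70 without that library and 2.97 without WT replicate 4. The smallest p values among falls were those of Pdzk1, Cdhr2 and Treh, with log2 fold changes of -1.48, -1.35 and -1.39. Among rises they included those of Aurka and Psmg3, with 1.33 and 1.27.

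Whether genes of lipid handling depended on RANK was a question of the study. All 6 of the genes it names were lower in Rank-knockout, over all genes tested and adjusted over the list alone. Apoa4 (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459) was at 8891 ± 696 CPM in WT and 3975 ± 903 CPM in Rank-knockout (SD, n = 4), a log2 fold change of -1.16 (SE 0.17; edgeR adjusted p = 0.00033). Apoa1 (ENSMUSG00000032083, chromosome 9, 46228580 to 46230466) went from 5268 ± 329 to 2199 ± 155 CPM (SD, n = 4). Cd36 had the largest fall, from 57.6 ± 11.97 to 16.1 ± 4.64 CPM (SD, n = 4), a log2 fold change of -1.86 (SE 0.23). The remaining log2 fold changes were -1.34 for Apob, -1.29 for Npc1l1 and -1.32 for Scarb1. The libraries did not overlap for these genes except for Scarb1. As the study chose these genes on these libraries, the list-alone adjustment is not independent evidence.

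Of the stem and progenitor genes the study names, all 8 had a higher mean in Rank-knockout and 4 passed the threshold over all genes tested, against 6 adjusted over the list alone. In organoids given RANKL, the study reported lower Lgr5, Smoc2, Ephb2 and Axin2 but higher Scn2b, Ascl2 and Cd44. The higher means of Scn2b, Ascl2 and Cd44 without RANK are thus not the reverse of that organoid response. Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139) was at 269 ± 51.5 CPM in WT and 599 ± 219 CPM in Rank-knockout (SD, n = 4), a log2 fold change of 1.15 (SE 0.25; edgeR adjusted p = 0.0041), with overlapping libraries. Smoc2, Ephb2 and Cd44 rose by 1.30, 1.01 and 1.22 on the log2 scale without overlap. Lgr5 (1.08, edgeR adjusted p = 0.090), Scn2b (1.27, 0.054), Ascl2 (1.01, 0.18) and Axin2 (0.48, 0.14) did not pass. Lgr5 had 9, 5, 2 and 6 counts in the WT libraries, so its change was poorly measured at this depth. With library totals Lgr5 (1.28, edgeR adjusted p = 0.048), Axin2 (0.69, 0.042) and Scn2b (1.49, 0.028) passed, and Scn2b also with library sizes without the 50 most abundant genes (1.41). Lgr5 also passed without WT replicate 1 (1.56) or Rank-knockout replicate 4 (1.27), Ascl2 without WT replicate 2 (1.78) or Rank-knockout replicate 4 (1.31), and Scn2b without Rank-knockout replicate 4 (1.56). Without WT replicate 2 the value of Lgr5 was 0.63 and that of Axin2 0.30. DESeq2 called Scn2b (1.29, adjusted p = 0.0063), and without the filter on low counts edgeR called Scn2b (1.31) and Ascl2 (1.04).

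Among the anti-apoptotic genes, Bcl2l1 (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728) fell from 122 ± 15.8 to 74.7 ± 2.01 CPM (SD, n = 4), a log2 fold change of -0.71 (SE 0.14; edgeR adjusted p = 0.0018). Xiap fell by 0.49 on the log2 scale (edgeR adjusted p = 0.019), a call lost with library totals (-0.29), with library sizes without the 50 most abundant genes (-0.36) and without Rank-knockout replicate 2, Rank-knockout replicate 3 or WT replicate 4 (-0.44, -0.46 and -0.44). Birc2 (0.13), Birc3 (-0.26) and Bcl2 (0.11) did not differ by the same test. Tnfaip3 had 24 counts over the WT libraries and 21 over the Rank-knockout libraries, too few to pass the filter, and without the filter its log2 fold change was -0.98 (SE 0.58; edgeR adjusted p = 0.29). For this list 2 genes, Bcl2l1 and Xiap, passed over all genes tested and 2 adjusted over the list alone. Xiap is not named in the study's text.

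For the BMP pathway, Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) was at 18.4 ± 3.02 CPM in WT and 10.6 ± 3.01 CPM in Rank-knockout (SD, n = 4), a log2 fold change of -0.77 (SE 0.25; edgeR adjusted p = 0.030). Id2 fell by 0.56 (SE 0.17; edgeR adjusted p = 0.023), and Id3 did not differ (-0.18, 0.76). Both calls depended on scaling and on which libraries were used. With library totals Bmp2 was at -0.57 (edgeR adjusted p = 0.090) and Id2 at -0.36 (0.11), and with library sizes without the 50 most abundant genes at -0.64 (0.063) and -0.43 (0.066). The call of Bmp2 was lost without WT replicate 1 or 4 or Rank-knockout replicate 1, 2 or 3, and that of Id2 without WT replicate 2 or 4 or Rank-knockout replicate 1, 2 or 3. Id3 was not called without any single library. Its log2 fold change ran from -0.48 without WT replicate 2 (edgeR adjusted p = 0.076) to -0.038 without WT replicate 4. Adjusted over the list alone, 2 of the 3 genes passed.

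**Figure D2:**
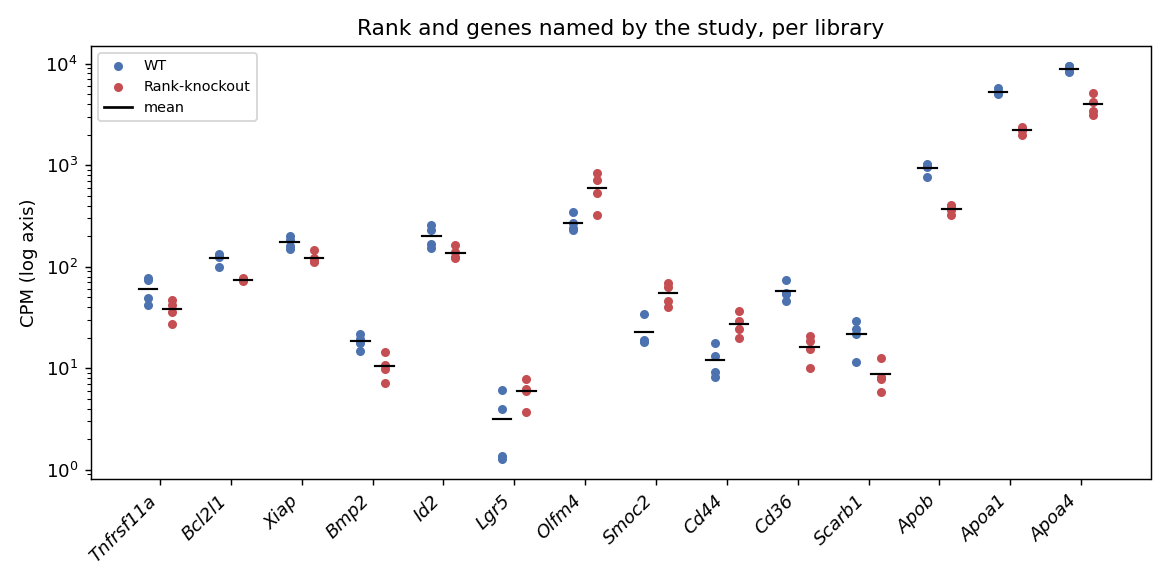
CPM on a log axis for Tnfrsf11a and genes of the study lists, with a point for each library (WT blue, Rank-knockout red) and a bar at the mean of 4. Apoa1, Apoa4, Apob and Cd36 are lower in every Rank-knockout library than in any WT library, while Tnfrsf11a, Lgr5 and Olfm4 overlap.

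Camera, with a preset inter-gene correlation, put 13 of the 23 lists with enough tested genes past its threshold. Of these, 12 also passed under fry, all but the Paneth list (fry adjusted p = 0.059), and none passed with an estimated correlation, where the lowest adjusted p was 0.092. Fry put 17 lists past the threshold. It asks whether a list changed at all, while camera asks whether it changed more than other genes. With 2993 of 9855 genes called, a pass under fry is therefore a weak check of camera. In camera, 5 of the 35 possible splits of the libraries gave as many lists, the real one included. The other 4 of these put 3 libraries of a genotype with 1 of the other, and the 18 splits with 2 of each genotype on both sides gave at most 8. The medians that follow describe the lists.

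Uptake lists were lower in Rank-knockout. Lipid absorption genes had a median log2 fold change of -0.90, with 22 of 23 lower (camera adjusted p = 2.44e-10), led by Apob and Apoa1. Without the genes of the study lists this median was -0.76 (camera adjusted p = 1.17e-06). The medians were -1.01 for amino acid uptake, with 17 of 19 lower and Mep1a among the smallest in p, -1.09 for sugar uptake (13 of 13, Treh and Slc2a2), -1.07 for vitamin uptake (13 of 14, Slc46a1 and Cubn) and -0.88 for mineral uptake (12 of 12, Slc39a4 and Slc26a6). The study's lipid genes had a median of -1.31. Villus enterocyte markers had a median of -1.28, with 12 of 12 lower, led by Treh and Ace. Proximal genes had a median of -0.87 (camera adjusted p = 0.047, led by Lct and Adh6a), a call lost without WT replicate 1 or 2 and without Rank-knockout replicate 1 or 3, with medians of -0.45, -0.84, -0.70 and -0.83, and at a mean CPM of at least 5 (-0.87, camera adjusted p = 0.0505). Of the 5 tested proximal genes, only 2 were called singly.

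Lists that were higher were replication and cell cycle (median 1.15, 31 of 31 higher, led by Aurka and Ccna2), ribosomal proteins (0.99, 61 of 61, with Rpl4 among the smallest in p), the study's stem and progenitor genes (1.12, 8 of 8, Ephb2 and Smoc2), Paneth markers (1.17, 8 of 8, Ang4 and Itln1) and M cell markers (1.40, 3 of 3, Pglyrp1 and Ccl9). Itln1 overlapped between genotypes and was not called with limma-voom (0.91, adjusted p = 0.077) or without WT replicate 1, 3 or 4 or Rank-knockout replicate 1 or 3. Only 3 of the 9 M cell markers had enough counts to be tested, and the remaining tested marker, Spib, was not called (0.71, edgeR adjusted p = 0.11). Gp2 and Sox8 had 0 counts in all libraries. Of the other untested M cell markers, Ccl20 went from 4.25 to 1.75 CPM and Tnfaip2 from 2.45 to 1.39 CPM between WT and Rank-knockout, Tnfrsf11b had 3 counts in WT and 0 in Rank-knockout, and Marcksl1 went from 1.65 to 2.67 CPM, so the markers did not move together. The M cell call was lost with library totals (median 1.605, camera adjusted p = 0.063). The study reported that M cells of Peyer's patches were absent in its Rank-deleted females. The rise of this list is therefore no evidence of more M cells. Lists not past the camera threshold were BMP targets (median -0.28), the study's BMP genes (-0.56), the study's anti-apoptotic genes (-0.26), NF-κB targets (-0.21), ileal genes (-0.49), T cell (-0.39), goblet (-0.58), tuft (-0.06) and enteroendocrine (-0.01) markers. With library totals the medians of BMP targets, NF-κB targets and the anti-apoptotic list were -0.08, -0.01 and -0.06. BMP targets passed without WT replicate 2 (-0.48, camera adjusted p = 0.024) and T cell markers without Rank-knockout replicate 2 (-0.59, 0.023). The T cell median was -0.21 without Rank-knockout replicate 1. Without each library in turn, the medians of other lists moved without a change of call. They ran from -0.45 to -0.17 for the anti-apoptotic list, from -0.23 to -0.11 for NF-κB targets and from -0.62 to -0.29 for ileal genes. Fry put both BMP lists, the anti-apoptotic list and the NF-κB targets past its threshold. The prolactin response list had a median of 0.12 but a mean of -0.08, with camera in the direction of the mean (adjusted p = 0.47) and fry past its threshold in that direction too (0.025).

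The crypt minus villus score asked whether cycling and differentiated cells' genes shifted against each other. It was -4.72 ± 0.38 in WT and -2.43 ± 0.39 in Rank-knockout (SD, n = 4), a difference of 2.29 on the log2 scale. The exact two-sided permutation p was 0.029, the smallest the 70 assignments can give. It ran from 2.18 to 2.33 under the other ways of computing it.

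**Figure D3:**
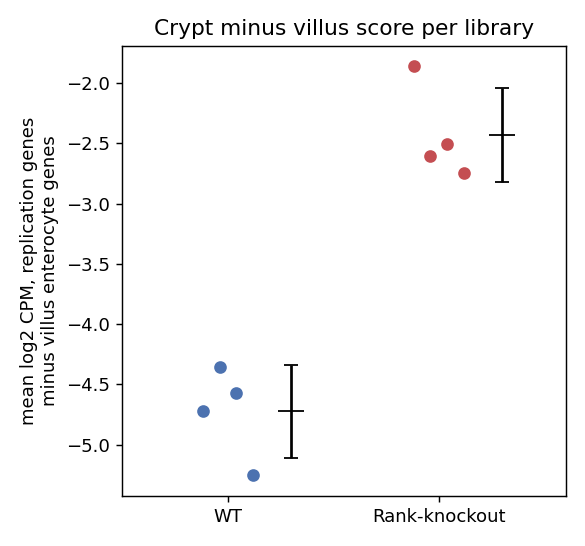
Crypt minus villus score (log2 units) per library, with points for the 4 libraries of each genotype and a bar at the mean with its SD. The WT libraries lie between -5.25 and -4.35 and the Rank-knockout libraries between -2.75 and -1.86.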

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

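The thinning was chosen after the data were seen; the libraries apart from their group were picked out by a fixed rule on the gap to the nearest other library. In 10 of 168 sets of 4 values examined a library stood apart, where chance gives about 8.40, so as a whole these are no more than chance brings.

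WT replicate 2 had 4335653 total counts, while the other WT libraries had 1530781 to 1616024. Equal depth was tested by thinning every library to the shallowest total, which left 2670 genes past the threshold, against 2993, so unequal depth does not account for the genotype calls. The reason for the extra depth was not tested.

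WT replicate 4 stood apart in 3 of the sets. Its mean log2 CPM was 4.18 for replication and cell cycle genes, against 4.64 to 4.68 in the other WT libraries, and 5.21 for ribosomal proteins, against 5.55 to 5.61. Ace was at 1908 CPM there, against 1320 to 1367. The replication genes and Ace are part of the crypt minus villus score, so the score is no separate evidence on them. Without this library 1020 genes were higher, against 1555. The count was 1056 without Rank-knockout replicate 1, 1160 without Rank-knockout replicate 3 and 1723 at most, without Rank-knockout replicate 4. Such a fall is thus not special to WT replicate 4. Whether the animal or the preparation sets this library apart was not tested.

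Rank-knockout replicate 1 had 102 CPM of Aurka, against 81.2 to 83.2 in the other Rank-knockout libraries, and 510 CPM of Lct, against 826 to 851. Rank-knockout replicate 4 had 77.8 CPM of Mbl2, against 40.5 to 46.5, and 176 CPM of Slc39a4, against 190 to 193. Rank-knockout replicate 2 had 49.5 CPM of Birc2, against 41.4 to 42.3, and WT replicate 1 had 34.3 CPM of Smoc2, against 18.0 to 19.1. For these 6 values no technical or biological explanation was tested, and none is needed at the rate that chance gives.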

How the results depend on the processing

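Thinning and the corrections for GC content and transcript length were chosen after seeing the data; the other alternatives were fixed before. The crypt minus villus score kept its direction with library totals, a prior count of 0.5, the median of each list, only list genes with a mean CPM of at least 5, and without each library in turn. The exact p was 0.029 in these, the smallest the test can give, so it does not show how far the difference moved. A factor applied to a whole library cancels in the score, apart from the prior count, so library totals could hardly move it. The score was not computed under the other scalings, thinning or the corrections. With the replicate block the difference was 2.29 by construction, and the smallest p a sign-flip test of 4 differences can give is 0.125. Without each library in turn it ran from 2.11 to 2.39.

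The number of genes higher in Rank-knockout was 1313 with DESeq2, 1427 with limma-voom, 1773 without a filter and 1548 at a mean CPM of at least 5. The number lower was 1464, 1413, 1383 and 1415. Library totals gave 2566 higher and 859 lower, and library sizes without the 50 most abundant genes 2164 and 1016. As the TMM factors were all below 1 in WT and above 1 in Rank-knockout, the scaling sets how the calls are split. Without each library in turn, higher genes ran from 1020 to 1723 and lower genes from 1097 to 1564. Thinned libraries gave 1373 and 1297 genes (medians of 5 draws), removal of a GC trend 1467 and 1550, and of a length trend 1447 and 1561.

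The replicate number as a block gave 1708 higher and 1602 lower genes. Deviations of same-numbered libraries from their group means correlated at 0.05, 0.15, -0.14 and 0.32, so the numbers were not taken to pair the libraries. The block changed the call of Ang4 alone among named genes (log2 fold change 1.13, edgeR adjusted p = 0.053) and of no list.

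Tnfrsf11a kept its direction under every alternative fixed before; it was not examined under thinning or the corrections. It was not past the threshold with library totals (-0.48, edgeR adjusted p = 0.11) or library sizes without the 50 most abundant genes (-0.54, 0.076), and over these alternatives the adjusted p ran from 0.0086 to 0.11. Without each library in turn it ran from -0.81 to -0.52. Of the genes of the study lists, 14 passed, Xiap included, which the study's text does not name. Without each library in turn 11 to 17 did.

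With an estimated inter-gene correlation 0 lists passed, against 13, and 17 with fry; at an unadjusted p under 0.05 the estimated correlation gave 7 of 23. The medians do not change with the test. All 13 were thus lost: amino acid (-1.01), lipid (-0.90), sugar (-1.09), vitamin (-1.07) and mineral uptake (-0.88), the study's lipid (-1.31) and stem genes (1.12), villus enterocyte (-1.28), proximal (-0.87), replication (1.15), ribosomal (0.99), Paneth (1.17) and M cell (1.40) lists. Fry put the study's anti-apoptotic (-0.26) and BMP genes (-0.56), prolactin response (median 0.12, but lower by fry), BMP targets (-0.28) and NF-κB targets (-0.21) past the threshold, and lost the Paneth list. Without each library in turn 12 to 14 lists passed. The median of the prolactin list changed sign in 4 of these, with a range from -0.24 to 0.17. Changes of sign also occurred in values that were not called. These were Id3 (0.010), tuft (0.14) and enteroendocrine markers (0.19) with library totals, and without a library Bcl2 (from -0.071 to 0.26) and enteroendocrine markers (from -0.11 to 0.063). The cause was not tested. Among single genes other than Tnfrsf11a, 26 values lost and 12 gained the threshold, and 821 kept direction and call.

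Depth limits genes with few counts, such as Lgr5 and Tnfaip3, and M cell and stromal markers most.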

Other observations

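The length correction, the splits for lists and their make-up by genotype were chosen after the genotype difference was seen. So were the comparison of the lipid genes the study names with villus markers and the slope on the crypt minus villus score. The ribosomal pseudogene test was also chosen then. Thinning and the GC correction were added once the library totals were known but before that difference was seen. The comparisons of proximal and ileal genes with villus markers were not among the tests written down before it. The other tests were.

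Only 1 of 35 splits of the libraries, the real one, gave as many genes past the threshold, which is the smallest share this test can give. The most in another split was 0. Each other split mixes the genotypes, which adds their difference to the spread within groups, so that 0 is no measure of chance. By this test chance is unlikely but not excluded for the number of genes. For the number of lists past the camera threshold, 5 of 35 splits gave 13 or more, the real one included, up to 15 in another split, so by that count chance is not excluded. The other 4 keep 3 libraries of a genotype together and so carry part of the genotype difference, while the 18 splits with 2 of each genotype on both sides gave at most 8. The count over all splits thus settles little either way. Depth, GC content, transcript length and abundant genes did not account for the number of calls. Genes past the threshold numbered 2670 at equal depth, 3017 after a GC correction, 3008 after a length correction and 3180 with the 50 most abundant genes left out of the library size, against 2993. The last setting did change the split, to 68.1% higher.

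A candidate explanation for part of the difference is a shift along the crypt to villus axis. Across 9812 genes outside the score lists, the slope on the score within genotypes went with the log2 fold change between genotypes (Spearman rho 0.51; 3 of 100 orders of the scores within genotypes, a share of 0.03 with the real one included, gave a rho as large, up to 0.55). The rho was 0.31 with slopes from the WT libraries and 0.51 with slopes from the Rank-knockout libraries. This may be a change of the tissue, such as shorter villi, or of how much crypt and villus each preparation held. The study imaged intestines at lactation day 5 and reported impaired villous expansion in its Rank-deleted females. It also reported that the rise in the ratio of villus height to crypt depth depended on RANK. A change of the tissue is thus reported by the study, but bulk counts cannot tell how much each explanation contributes here.

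If villus enterocytes were a smaller share, lipid absorption genes need not fall beyond other villus genes. Relative to villus enterocyte markers they did not fall: lipid absorption minus villus enterocyte was -0.60 ± 0.16 in WT and -0.28 ± 0.16 in Rank-knockout (SD, n = 4), a difference of 0.32 (exact permutation p = 0.086). The 6 lipid genes the study names went the other way, from 0.035 ± 0.15 in WT to -0.11 ± 0.054 in Rank-knockout, a difference of -0.14 (exact permutation p = 0.14). That comparison was chosen after the others were seen, and the study picked those genes from these libraries. Fewer villus cells may be enough for the fall of the larger list; whether expression per cell also fell is open.

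Other cells were looked for with fixed marker lists. Stromal and muscle genes summed to 5.43 ± 1.005 CPM in WT and 5.97 ± 3.28 CPM in Rank-knockout, a difference of 0.54 (exact permutation p = 0.74), with Acta2 highest at 2.24 CPM in both. T cell genes were lower by a mean difference of -0.32 log2 CPM (exact permutation p = 0.23), with Gzma at 180 CPM in WT and 132 CPM in Rank-knockout. Plasma cell genes summed to 111 CPM in WT and 35.8 CPM in Rank-knockout, a difference of -75.6 CPM (exact permutation p = 0.029), led by Igha and Igkc. Stroma and immune cells are thus unlikely to bring the rise of crypt genes.

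A larger share of whole crypts would raise Paneth markers too. Their mean was higher by 1.03 log2 CPM (exact permutation p = 0.086), with Rank-knockout replicate 4 (7.70) below WT replicates 1 (7.78) and 2 (8.22), so that this cannot be told apart at 4 libraries per genotype. A different stretch of intestine may also contribute. Ileal genes differed by -0.58 and proximal genes by -0.68 log2 CPM (exact permutation p = 0.029 for both), in the same direction, but both lists hold villus genes, which can hide a shift along the gut. The proximal list was not uniform. Gata4 (-0.19, edgeR adjusted p = 0.51) and Onecut2 (-0.15, 0.54) did not differ. Its fall came from Lct (-1.35, 0.00057), Adh6a (-0.87, 0.0046) and the uncalled Slc40a1 (-1.09, 0.21). Relative to villus enterocyte markers, proximal genes were higher by 0.52 and ileal genes by 0.63 (exact permutation p = 0.057 for both), again in the same direction. Fabp6, chosen after its values were seen, had 1, 9, 2 and 1 counts in WT and 46, 9, 9 and 21 in Rank-knockout. This was 0.67 to 2.28 CPM against 3.38 to 9.76 CPM, without overlap. Slc10a2, another ileal gene with too few counts to test, had 0.68 CPM in WT and 0.62 CPM in Rank-knockout. Neither comparison of the lists moved proximal and ileal genes in opposite directions, as a shift along the gut would. Only Fabp6 went with a shift, and it was picked for its values, so sampling along the gut is neither shown nor excluded.

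Ribosomal protein genes were higher. Reads moved from pseudogenes to the protein-coding genes would leave the sum of both as it was, but the summed CPM of the genes and 301 annotated pseudogenes rose by 1.005 on the log2 scale (exact permutation p = 0.029), and the pseudogenes alone by 0.58 (exact permutation p = 0.029), so such a move is unlikely to be the source. The pseudogene share of ribosomal counts fell from 3.43% to 2.54% (exact permutation p = 0.057), so a small part may have moved. Reads left out before counting could not be examined.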
